A study of Saccharomyces cerevisiae with 24 samples.

How the data were processed

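Budding yeast (Saccharomyces cerevisiae) of the laboratory strain W303 was sampled at 6 time points, at 0 min before cadmium chloride was added and at 7.5, 15, 30, 60 and 120 min after it was added to 1 mM. The labels list 24 samples, of which 12 are chromatin digested with micrococcal nuclease (MNase), an enzyme that cuts DNA not covered by proteins, and 12 are RNA. Each assay has 2 samples per time point. Samples were grouped by assay and time point from their titles. The series text calls the MNase replicates technical.

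The deposited data were 3 tables with 1 value per open reading frame (ORF) and time point. No column names a replicate. It is not stated whether a column holds 1 library or both combined, so every column was used as the authors' value for that time point, without a standard deviation or a number of replicates. No comparison therefore has a replicate check, and no p-value is given. The expression table holds TPM (transcript abundance scaled to a fixed total per column) for 6575 ORFs, and per the file headers only the time point is named; every deposited TPM column summed to 1000000. The promoter table holds whole-number counts of small MNase fragments for 4427 ORFs as deposited by the authors. The gene body table holds an entropy score of nucleosome disorganization for the same 4427 ORFs as deposited by the authors, with values from 5.81 to 7.24. The aligner, the genome build, the annotation, the fragment length range, the promoter and gene body windows, the entropy formula, any depth matching and the strand used for counting are not stated in the labels or the headers. Genomic coordinates are not given here because the build is not stated.

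The depth behind the TPM values was examined through gene lengths. ORF names were matched to a RefSeq gene table (assembly R64), which gave symbols and lengths for 5900 of the 6575 ORFs of the expression table (89.7%) and for all 4427 ORFs of the chromatin tables. In every TPM column, the value times the length was a whole multiple of 1 step for 99.5% of the matched ORFs above 0, within a tolerance of 0.02 read. The implied reads summed to 33946107 at 0 min, 33829964 at 7.5 min, 33734120 at 15 min, 33543691 at 30 min, 32501259 at 60 min and 31543389 at 120 min. The median ORF had between 1772 and 2044 implied reads. A floor of 3 reads on a gene of 1 kb corresponded to between 0.101 and 0.115 TPM. The counting error of a log2 expression change had a median of 0.05 at each time point. These reads were used only for counting errors. The promoter counts summed to 713795 at 0 min, 653634 at 7.5 min, 723179 at 15 min, 815195 at 30 min, 938227 at 60 min and 1050068 at 120 min, with a column median between 138 and 228 fragments. Counting noise corresponded to a standard deviation of 0.11 to 0.12 in the log2 occupancy change. Counting errors cover sampling of fragments or reads and neither biological nor library variation. The depth behind the entropy values is unknown.

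Expression changes were computed as differences of log2(TPM + 1) from 0 min over the 5965 ORFs with a mean of at least 1 TPM over the 6 columns, and an ORF was counted as changed at an absolute difference of at least 1. Such a difference understates the fold change of weakly expressed genes. Promoter changes were differences of log2(count + 63), where 63 is the 10th percentile of the counts, with the same threshold. Entropy changes were plain differences. Correlations between chromatin and expression changes were Spearman correlations across the 4423 ORFs present in all tables with a mean of at least 1 TPM. ORFs are not independent replicates, so the correlations describe these libraries. Their 95% intervals, from Fisher's transformation, cover sampling of ORFs only. For 4 gene lists fixed before the data were examined, the median change was ranked among 10000 random lists of the same size matched on deciles of mean TPM. The lists were 26 sulfur metabolism genes, 24 heat shock genes, 137 cytosolic ribosomal protein genes and 63 ribosome biogenesis genes, and all their members were matched. The models across replicates planned for the case of replicate columns were not run.

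Genes were named by a rule fixed before the data were examined. For expression, these were the 4 ORFs with the largest rise and the 4 with the largest fall in the mean log2 change over the 5 treated time points, among ORFs with a mean of at least 10 TPM and 1 direction of change throughout. For each chromatin measure, they were the 3 largest rises and the 3 largest falls under the same rule of 1 direction. The 3 members of the sulfur metabolism and of the heat shock list with the largest mean expression change were added. Any other gene was named after its values were seen.

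The alternatives tried were pseudocounts of 0.1 and 5 TPM, no filter and a filter at 10 TPM, rescaling of the TPM columns by their median ratio to the geometric mean column, other promoter pseudocounts, division of the promoter columns by their median, quantile normalization and log2 ratios of entropy, Pearson in place of Spearman correlation, and correlations without ribosomal genes. Scaled promoter and entropy values for the gene lists, and correlations restricted to ORFs under an entropy of 7.1, were added after the data were examined. Scripts were tested on simulated reads with counting noise only, after rescaling of the TPM by the median ratio. Of 200 genes changed 4-fold, 199 were called in the right direction, and 1 of 5431 unchanged genes was called. This does not cover the TPM as deposited used for the reported counts, a large shift in composition or variation between libraries. Of 100 random lists of simulated values, 2 fell outside the middle 95% of matched lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.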

Results

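Transcription and chromatin of cadmium-treated yeast were followed over 120 min in 12 RNA and 12 MNase samples, with 2 of each at every time point. The time course asks how quickly expression changes after the metal is added, and whether the occupancy of promoters by small protein-DNA complexes and the order of nucleosomes over gene bodies change with it. Short MNase fragments upstream of a gene mark DNA protected by transcription factors and other complexes smaller than a nucleosome. The entropy score is higher where nucleosome positions over the gene body are less regular. Each deposited table held 1 value per ORF and time point, so the changes below are differences between columns without replicate error. The expression columns rested on between 31543389 and 33946107 implied reads, and the promoter columns on 653634 to 1050068 fragments.

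Expression changed in 301 of the 5965 ORFs by at least 1 on the log2 scale within 7.5 min of cadmium addition, of which 197 were higher and the others lower. The number rose to 1839 at 15 min, with 1089 higher and 750 lower. It was 2771 at 30 min, 3180 at 60 min and 3222 at 120 min. At 60 min, 2076 ORFs were higher and 1104 lower. In all, 3628 ORFs (60.8%) passed the threshold at 1 or more time points, and 14 of them passed it in both directions. Of the 197 ORFs that were higher at 7.5 min, 179 also passed the threshold at 120 min, and 74 of those that were lower at 7.5 min did so. Pseudocounts moved the count at 7.5 min most, to 408 ORFs with 0.1 TPM and 217 with 5 TPM. The median log2 change of all ORFs was -0.10 at 7.5 min, 0.11 at 15 min, 0.35 at 30 min, 0.44 at 60 min and 0.34 at 120 min. The balance of rises and falls depended on this shift. At 60 min, 65.3% of the changed ORFs were higher in the TPM as deposited and 51.1% after rescaling by the median ratio, with 1549 higher and 1484 lower. At 30 min the share of rises was 64.1% as deposited and 51.1% rescaled, and at 120 min it was 62.6% and 51.6%. At 15 min it was 59.2% and 52.7%. At 7.5 min rescaling moved the share the other way, from 65.4% to 74.3%, with 228 higher and 79 lower. Rescaling sets the median change near 0, which by itself favours an even split. Over the whole time course, 2269 ORFs were higher and 1373 lower as deposited, and 1828 and 1717 rescaled. Changes of gene lists are therefore also given relative to the median of all ORFs.

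The profiles of expression change were more similar between neighbouring time points later in the time course. Across ORFs, the changes at 7.5 and 15 min had a Spearman correlation of 0.811, those at 15 and 30 min one of 0.949, and those at 30 and 60 min one of 0.976. The changes at 7.5 and 120 min had a correlation of 0.608. All these changes share the 0 min column, which raises the correlations between them.

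The largest sustained rise was that of SUL1 (YBR294W), a sulfate permease. Its expression was 0.995 TPM at 0 min, 44.2 TPM at 7.5 min, 844 TPM at 15 min and 3842 TPM at 60 min, a log2 change at 60 min of 10.91 with a counting error of 0.08. TMA10 (YLR327C), which encodes a ribosome-associated protein, rose from 3.63 TPM to 3601 TPM at 120 min, by 9.60 ± 0.21 on the log2 scale (counting error). The permease gene SEO1 (YAL067C) rose from 2.83 to 1249 TPM at 120 min. MET3 (YJR010W), the gene of the first enzyme of sulfate assimilation, rose from 18.5 to 7592 TPM at 30 min and stood at 5461 TPM at 120 min. The largest sustained falls were those of YBL039C-A, AAH1, URA7 and DBP3. AAH1 (YNL141W), which encodes adenine deaminase, dropped from 299.7 TPM to 1.49 TPM at 30 min, a log2 change of -6.92 ± 0.13 (counting error). The CTP synthase gene URA7 (YBL039C) went from 494 to 2.92 TPM at 60 min, and the RNA helicase gene DBP3 (YGL078C) from 418 to 3.40 TPM. YBL039C-A went from 1221 to 5.41 TPM at 60 min. It has no entry in the RefSeq table used, its systematic name is that of a neighbour of URA7, and its log2 changes of -2.65 at 15 min and -6.52 at 30 min ran close to the -2.55 and -6.20 of URA7, so reads of one may have been counted in the other.

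The 4 gene lists answered how the pathways known to respond to metal and protein stress changed as sets. All 26 sulfur metabolism genes were higher at each of the 5 treated time points. Their median log2 change was 3.82 at 7.5 min, 5.24 at 15 min, 5.46 at 30 min, 5.40 at 60 min and 5.29 at 120 min, or between 3.92 and 5.13 relative to the median of all ORFs, above the median of all 10000 matched random lists each time. At 120 min, 25 of the 26 were past the threshold. SAM1, the exception, had a log2 change of 0.32. STR3 had the steepest early rise of the 3 named members, from 3.75 TPM at 0 min to 636 TPM at 7.5 min. The heat shock genes had a median log2 change of 2.12 at 7.5 min, 4.51 at 15 min, 2.56 at 30 min, 3.20 at 60 min and 4.30 at 120 min, at or above the 99.96th percentile of matched lists. Relative to the median of all ORFs these were 2.22, 4.40, 2.21, 2.76 and 3.96. Of the 3 members with the largest mean change, HSP26 and HSP12 followed a similar course. HSP26 was at 5.92 and 6.27 TPM at 0 and 7.5 min, 316 TPM at 15 min and 22565 TPM at 120 min, and HSP12 at 9.63 and 10.4 TPM, 382 TPM and 15282 TPM. HSP42 rose from 11.7 TPM to 2541 TPM at 15 min, fell to 725 TPM at 30 min and rose again to 3047 TPM at 120 min. Several heat shock and most ribosomal protein genes have near-identical copies, and how reads shared between copies were counted is not stated, so single members of such pairs are uncertain.

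Ribosomal protein and ribosome biogenesis transcripts fell with different timing. The ribosomal protein genes had a median log2 change of -0.06 at 7.5 min, -0.92 at 15 min, -2.38 at 30 min, -4.25 at 60 min and -4.85 at 120 min. The small change at 7.5 min became 0.074 after rescaling and was 0.032 relative to the median of all ORFs, so its direction is not determined. At 60 min the relative change was -4.69. The ribosome biogenesis genes were already at -0.54 at 7.5 min and at -2.76 at 15 min, -4.28 at 30 min, -4.85 at 60 min and -4.45 at 120 min, and relative to the median of all ORFs at -0.44 at 7.5 min and -5.29 at 60 min. In the TPM as deposited, both medians were below those of all 10000 matched lists at every treated time point. At 60 min, 136 of 137 ribosomal protein genes were lower by at least 1 on the log2 scale. The exception, RPL15B (YMR121C), was higher by 1.86.

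**Figure D1:**
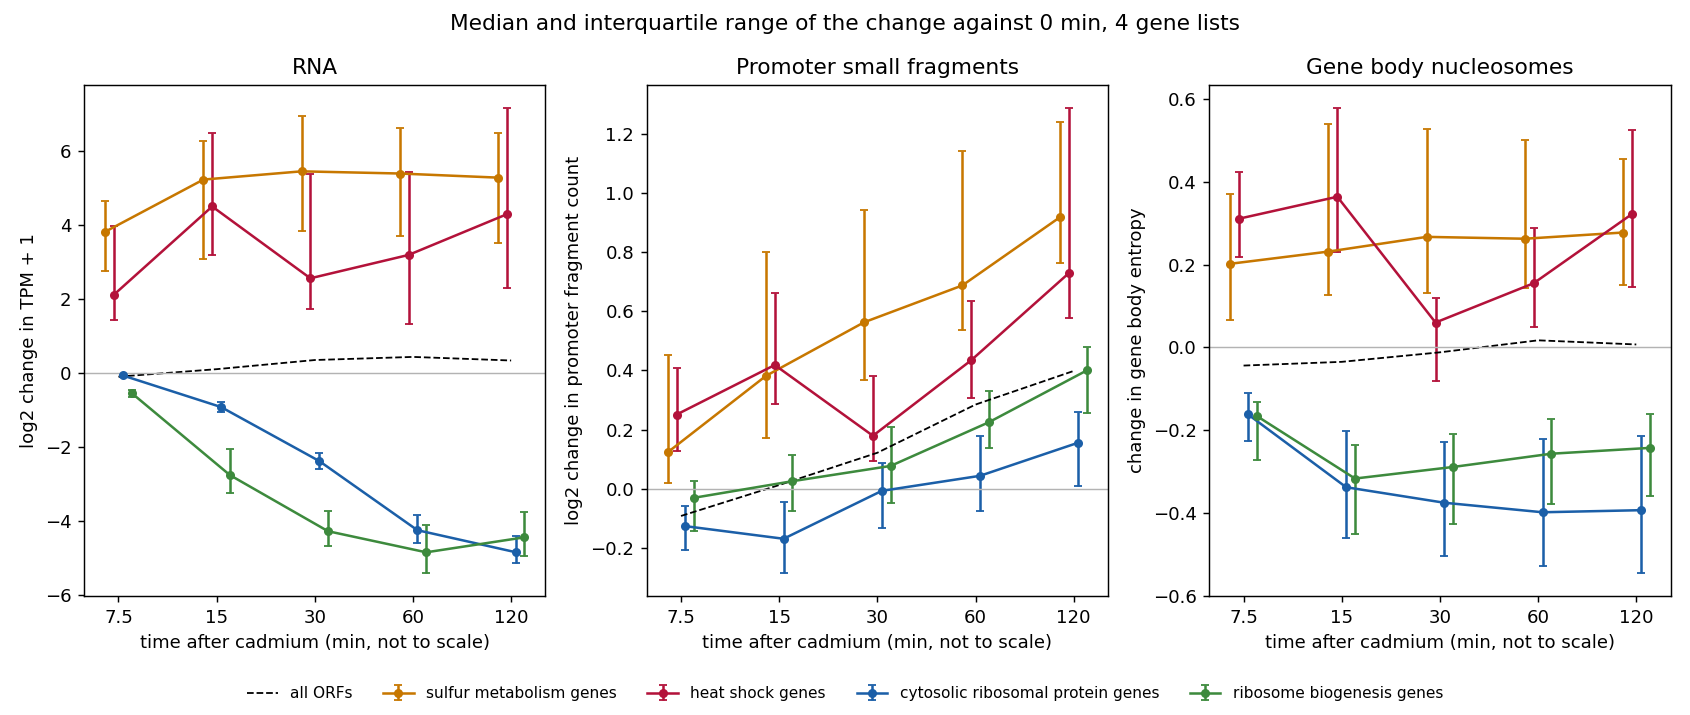
Change against 0 min of 4 gene lists in log2(TPM + 1) (left), log2 promoter fragment count (middle) and gene body entropy score (right) against time after cadmium in min (spaced evenly, not to scale); points are medians over genes, bars the interquartile range over genes and the dashed line the median of all ORFs. Heat shock genes dip at 30 min in all 3 panels (median log2 TPM change 2.56 between 4.51 at 15 min and 4.30 at 120 min), and both ribosomal lists lie below 0 in expression and entropy at every treated time point as deposited, the ribosomal protein genes by only -0.065 in expression at 7.5 min, a value that became 0.074 after rescaling.

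Promoter occupancy by small fragments changed less than expression. Of the 4427 promoters, 1 passed an absolute log2 change of 1 at 7.5 min, 16 at 15 min, 26 at 30 min, 80 at 60 min and 139 at 120 min. Of the 139, 133 were higher and 6 lower. The counts depended on the pseudocount, and with a pseudocount 10 times smaller 403 promoters passed at 120 min. The fragment total of the whole table was 0.916 times its 0 min value at 7.5 min and 1.47 times at 120 min, and the median log2 change of all promoters went from -0.09 at 7.5 min to 0.40 at 120 min. With every column divided by its median, 49 promoters passed at 120 min, with 29 higher and 20 lower. Counting noise alone accounted for 49.0% of the variance of the log2 changes at 7.5 min, 31.4% at 15 min and 13.1% at 120 min. The noise itself was similar, with a standard deviation of 0.117 at 7.5 min and 0.112 at 120 min. The changes at single promoters at 7.5 min were therefore the least well measured relative to their spread.

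The largest sustained rises in promoter occupancy were at SUL2, TIS11 and MET5. The count at SUL2 (YLR092W), the second sulfate permease gene, went from 52 fragments at 0 min to 155 at 7.5 min and 456 at 120 min, a log2 change of 2.17 ± 0.11 (counting error). At TIS11 (YLR136C), which encodes an mRNA-binding protein of iron starvation, it went from 57 to 460, and at MET5 (YJR137C), a sulfite reductase gene, from 52 to 396. The transcripts of the same genes rose from 5.73 to 628 TPM, from 9.14 to 1800 TPM and from 27.1 to 2288 TPM between 0 and 120 min. The largest sustained falls were at RPS0A (YGR214W), with 338 fragments at 0 min and 75 at 60 min, at STM1 (YLR150W), with 157 and 40, and at INA1 (YLR413W), with 185 and 62. The log2 changes at 60 min were -1.54, -1.09 and -0.99, each with a counting error of 0.11 to 0.12.

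Gene body entropy moved in both directions around a small shift of the whole table. The median difference from 0 min was -0.044 at 7.5 min, -0.035 at 15 min, -0.013 at 30 min, 0.017 at 60 min and 0.007 at 120 min. The spread widened with time. The 5th and 95th percentiles were -0.185 and 0.087 at 7.5 min and -0.328 and 0.369 at 120 min. At 7.5 min, 25.1% of ORFs had a higher value than at 0 min, and at 60 min 54.6% did. After quantile normalization the medians ran from -0.00192 to 0.00725, values near 0 that this normalization fixes in advance. As log2 ratios, the medians kept the reported sign at all 5 time points. The largest sustained rises were those of KAR2 (YJL034W), the endoplasmic reticulum chaperone gene, from 6.36 at 0 min to 7.16 at 15 min and 7.204 at 120 min, HSP82 (YPL240C), a cytosolic chaperone gene, from 6.25 to 7.22 at 15 min and 7.23 at 120 min, and MET32 (YDR253C), a regulator of sulfur genes, from 6.34 to 7.01 at 7.5 min. The largest sustained falls were those of RPL8B (YLL045C), from 7.05 to 5.97 at 120 min, the helicase gene DBP2 (YNL112W), from 7.03 to 6.03 at 30 min, and the translation elongation factor gene YEF3 (YLR249W), from 7.16 to 6.30 at 15 min and 6.23 at 120 min. At KAR2 the promoter count was 420 at 0 min and 328 at 15 min, so entropy and expression (from 299.0 to 2787 TPM) rose at 15 min without a rise in promoter fragments. At RPS0A the entropy rose from 6.99 to 7.19 at 60 min while expression went from 1976 to 80.0 TPM. The gene next to it in the RefSeq table, RTA1, rose by 4.55 on the log2 scale at 60 min.

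**Figure D2:**
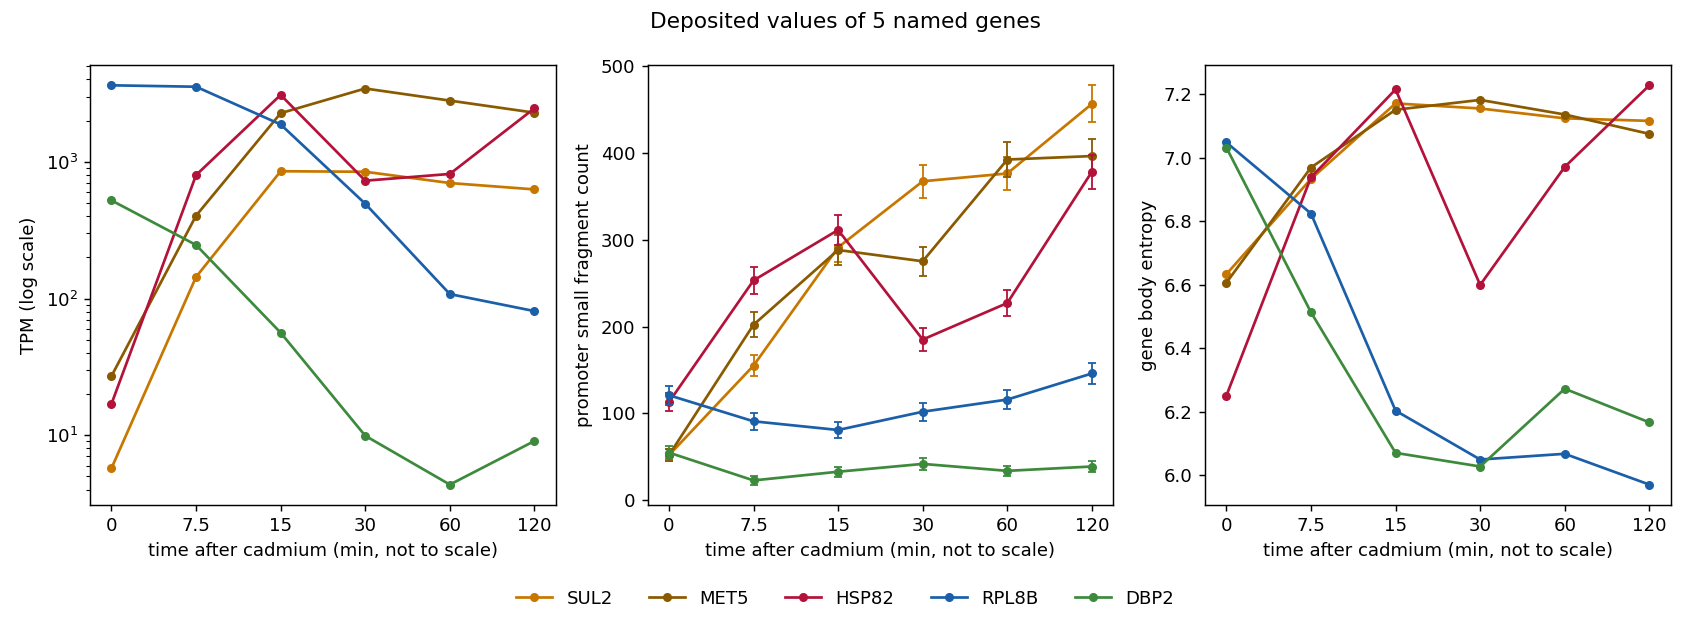
Deposited TPM on a log axis (left), promoter small fragment count with its counting error as the square root of the count (middle) and gene body entropy score (right) of SUL2, MET5, HSP82, RPL8B and DBP2 against time after cadmium in min (spaced evenly, not to scale). HSP82 falls back at 30 min in all 3 panels (3085 to 727 TPM, 311 to 185 fragments, entropy 7.22 to 6.60), while RPL8B is at 3541 TPM at 7.5 min against 3626 TPM at 0 min with entropy already lower (6.82 against 7.05).

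The gene lists also separated in the chromatin tables. For the 24 sulfur metabolism genes present there, the median log2 change in promoter occupancy was 0.12 at 7.5 min, 0.38 at 15 min, 0.56 at 30 min, 0.69 at 60 min and 0.92 at 120 min, above all 10000 matched lists at each time. Relative to the median of all promoters these were 0.22, 0.37, 0.44, 0.40 and 0.52. Their median entropy change was 0.202 at 7.5 min and between 0.232 and 0.278 later, also above all matched lists. The 17 heat shock genes had a median occupancy change of 0.42 at 15 min, 0.18 at 30 min and 0.73 at 120 min, and at 30 min this was at the 63.7th percentile of matched lists and 0.057 above the median of all promoters. Their median entropy change was 0.364 at 15 min, 0.060 at 30 min and 0.322 at 120 min, with the 30 min value at the 86.0th percentile. The 110 ribosomal protein genes had an entropy change of -0.162 at 7.5 min, when 107 of them were lower, and of -0.398 at 60 min. The 61 ribosome biogenesis genes were at -0.166 at 7.5 min, when all 61 were lower, and at -0.257 at 60 min. Both were below all matched lists throughout. Promoter occupancy of the ribosomal protein genes changed by -0.17 at 15 min and by 0.16 at 120 min as deposited, but by -0.33 at 120 min with columns divided by their median. As deposited it was below that of all matched lists at 15 min and later, and relative to the median of all promoters it was -0.18 at 15 min and -0.24 at 120 min. The ribosome biogenesis genes changed by 0.40 at 120 min as deposited and by -0.040 with scaled columns. As deposited, their rank among matched lists moved from percentile 98.9 at 7.5 min to 63.4 at 15 min, 2.73 at 30 min, 1.52 at 60 min and 42.9 at 120 min.

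Whether chromatin changes went with expression changes of the same gene was tested across 4423 ORFs. The Spearman correlation of promoter occupancy change with expression change was 0.090 (95% interval 0.060 to 0.120) at 7.5 min, 0.286 at 15 min, 0.419 at 30 min, 0.433 (0.408 to 0.457) at 60 min and 0.411 at 120 min. The value at 7.5 min depended on the statistic, with a Pearson correlation of 0.285. Entropy change was more closely related to expression change. Its Spearman correlation was 0.324 (0.296 to 0.351) at 7.5 min, 0.569 (0.548 to 0.589) at 15 min, 0.554 at 30 min, 0.519 at 60 min and 0.483 at 120 min. Without ribosomal protein and ribosome biogenesis genes it was 0.470 at 60 min. The changes in promoter occupancy and in entropy were correlated with each other by 0.261 at 60 min. The levels at 0 min were related differently, with a correlation across ORFs of 0.326 between promoter count and TPM and of 0.062 between entropy and TPM.

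Every chromatin time point was compared with every expression time point to see in which order the measures ran. No difference between these correlations was tested. For promoter occupancy the highest correlation was 0.433, between the 60 min columns of both measures. The mean over the 10 pairs with the earlier chromatin time was 0.234, against 0.347 over the 10 pairs with the later chromatin time. Of the earlier pairs, 4 use the 7.5 min promoter change, with correlations of 0.069 to 0.089, and none of the later pairs does. Without the 7.5 min columns of both measures, correlations ran from 0.263 to 0.427 with chromatin earlier and from 0.369 to 0.425 with chromatin later. These ranges overlap, so neither they nor the means show an order. For entropy the highest value was 0.569, between the 15 min columns of both, and the order of the means was the opposite, 0.485 with chromatin earlier and 0.422 with chromatin later. Here 4 of the later pairs use the 7.5 min expression change, with correlations of 0.286 to 0.425. Without the 7.5 min columns of both measures, correlations ran from 0.519 to 0.567 with chromatin earlier and from 0.427 to 0.515 with chromatin later. The 7.5 min columns therefore do not account for the order of the entropy means. Apart from these columns, the earlier pairs draw most on the 15 min entropy change, with correlations of 0.556 to 0.569 from 15 min on. The later pairs draw most on the 120 min entropy change, with 0.427 to 0.483. The order of the means may thus reflect which entropy column correlates better with expression at any time, and it does not show a time order. The 15 min entropy change had a correlation of 0.557 with the 60 min expression change, against 0.519 for the 60 min entropy change.

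**Figure D3:**
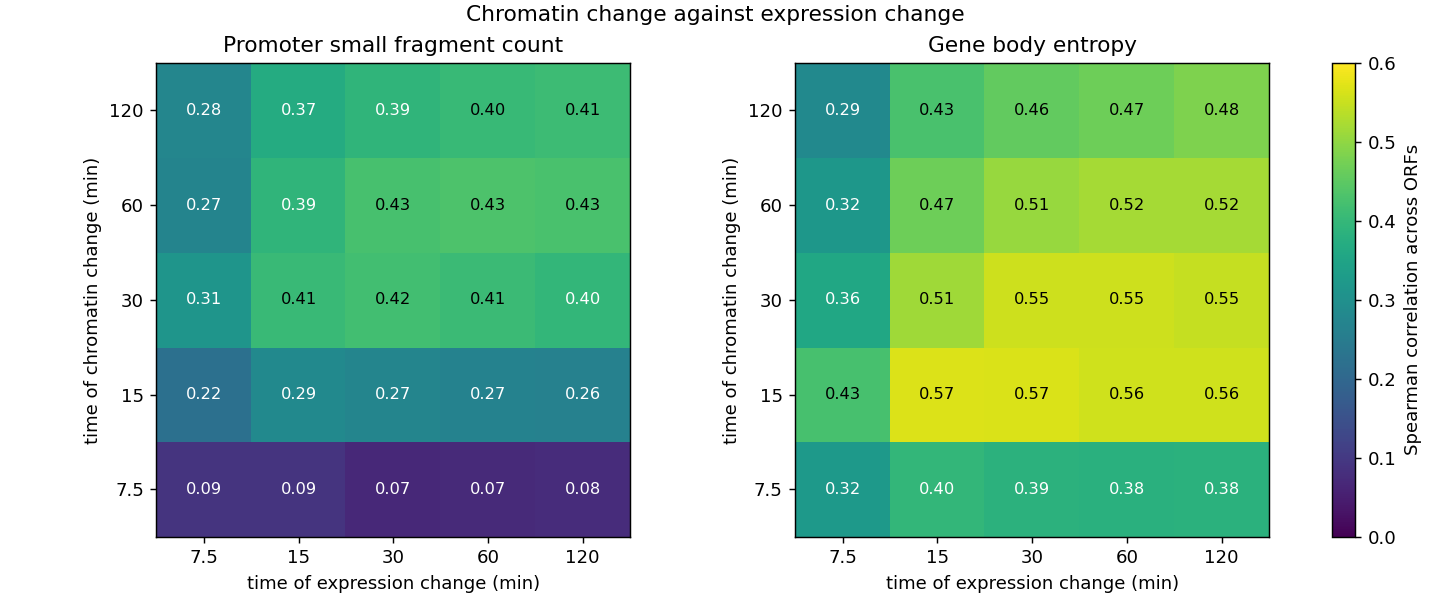
Spearman correlation across 4423 ORFs between the chromatin change at one time point (vertical axis, min) and the expression change at another (horizontal axis, min), for promoter small fragment count (left) and gene body entropy (right) with each cell printing its value. The row of the 7.5 min promoter change is lowest, from 0.07 to 0.09, and the row of the 15 min entropy change is highest, with 0.57 at 15 min.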

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

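The test of unscaled against scaled promoter occupancy for the gene lists was chosen after the results were seen; the other tests in this part were set out beforehand. Each pattern here was singled out because a median had opposite signs at different time points. With 1 column per time point, none of these differences between time points was tested against replicate error.

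The median log2 TPM change of all ORFs was -0.10 at 7.5 min and 0.44 at 60 min. TPM values are shares of a fixed total, so a loss of abundant transcripts raises all others. The ribosomal protein and ribosome biogenesis genes held 31.9% of all TPM at 0 min and 1.68% at 60 min. With these genes left out and the TPM rescaled to the same total, the median change at 60 min was -0.012. The rise of the typical ORF is therefore consistent with the share freed by these lists, and the data give no evidence that the typical transcript became more abundant per cell. After the same step it was -0.13 at 7.5 min, -0.14 at 15 min, -0.043 at 30 min and -0.11 at 120 min, so the negative value at 7.5 min was not explained by this test.

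The median log2 change in promoter occupancy was -0.092 at 7.5 min and 0.40 at 120 min. If this came from the depth or the digestion of the MNase libraries, promoters of genes with steady expression would shift by as much. The 707 promoters whose ORF changed by less than 0.5 in log2 TPM at every time point had a median change of 0.39 at 120 min. The shift was thus spread over the whole table, as a difference in depth or digestion would give, and a general gain of small fragments at promoters cannot be told apart from it. The entropy of all ORFs had a median change of -0.044 at 7.5 min and 0.017 at 60 min. Quantile normalization changed these to 0.00117 and 0.00458, but a normalization to a common distribution fixes that outcome in advance and does not separate digestion from a general change in nucleosome order. No biological explanation was tested for either shift.

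The ribosomal protein genes had a median occupancy change of -0.17 at 15 min and 0.16 at 120 min, and the ribosome biogenesis genes one of -0.030 at 7.5 min and 0.40 at 120 min. Divided by the column medians, the ribosomal protein change was -0.21 at 15 min and -0.33 at 120 min, so the sign change of this list was not seen with scaled columns. The ribosome biogenesis change was 0.059 at 7.5 min and -0.040 at 120 min with scaled columns, so its sign still differed between these times, in the opposite direction. The direction of change of this list in promoter occupancy therefore depends on the scaling. The rank of the ribosomal protein list below all 10000 matched lists at 15 min and later was taken from the columns as deposited and was not recomputed with scaled columns. No biological explanation was tested.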

How the results depend on the processing

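No paired analysis was possible because every table holds 1 column per time point and no column names a replicate. For the same reason the fits with a replicate block, the fits of only the 2 groups compared, the fits without an intensity trend and the analyses that leave out a replicate were not run. Of 249 values recomputed under an alternative, 160 stayed within 1.5 times the reported count, within the 95% interval over ORFs of the reported median or correlation, or within 10% of a named gene's value. The causes of the other differences were not tested unless stated.

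All 30 expression counts stayed within 1.5 times under the 2 other pseudocounts, no filter, a filter at 10 TPM and rescaling by the median ratio; at 7.5 min they ran from 217 to 408 ORFs and over the whole time course from 3247 to 3760. For the gene lists, a pseudocount of 0.1 TPM moved none of the 20 medians of expression beyond their intervals. Rescaling by the median ratio reversed the ribosomal protein median at 7.5 min, to 0.074, and moved it to -1.03 at 15 min, -2.72 at 30 min, -4.68 at 60 min and -5.19 at 120 min. It moved the ribosome biogenesis median to -0.40 at 7.5 min, -4.61 at 30 min, -5.25 at 60 min and -4.77 at 120 min.

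Promoter counts depended strongly on the pseudocount. With 1 that was 10 times smaller, 17, 47, 74, 222 and 403 promoters passed at 7.5, 15, 30, 60 and 120 min, and with the median count as the pseudocount 0, 3, 7, 21 and 38 did. The columns divided by their median gave 3 at 7.5 min, 35 at 60 min and 49 at 120 min. Leaving out the promoters below the 25th percentile kept all 5 counts within 1.5 times. Counting noise weighed most at 7.5 min, where it was 49.0% of the variance. The changes varied least there, with a variance of 0.028 against 0.095 at 120 min, while the noise was similar.

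Division by the column median also moved the occupancy of the gene lists. The sulfur metabolism median became 0.33 at 60 min and 0.40 at 120 min, and the heat shock median 0.020 at 30 min, 0.11 at 60 min and 0.32 at 120 min. The ribosomal protein median became -0.020 at 7.5 min, -0.21 at 15 min and -0.16 at 30 min, and was reversed to -0.30 at 60 min and -0.33 at 120 min. The ribosome biogenesis median was reversed to 0.059 at 7.5 min, -0.062 at 30 min, -0.076 at 60 min and -0.040 at 120 min. At 15 min it also changed sign, from 0.026 to -0.020, but stayed within its interval. These reversals have the size of the shift of the whole table, 0.28 at 60 min and 0.40 at 120 min.

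The median entropy change of all ORFs under quantile normalization was reversed at 7.5 min (0.00117), 15 min (0.00725), 30 min (0.0045) and 120 min (-0.00192), and became 0.00458 at 60 min. This normalization gives every column the same distribution, so medians near 0 are fixed in advance and their signs carry no information on the direction. As log2 ratios, a different unit, the medians were -0.00962, -0.00759, -0.00271, 0.00368 and 0.00149 at the 5 times, with the reported signs. Quantile normalization moved the ribosomal protein entropy median to -0.133 at 7.5 min and -0.434 at 120 min, and the ribosome biogenesis median to -0.123 at 7.5 min and -0.276 at 15 min. The other 16 entropy medians of the lists stayed within their intervals.

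Pearson in place of Spearman gave higher correlations throughout. For promoter occupancy they were 0.285, 0.399, 0.473, 0.504 and 0.492 at 7.5, 15, 30, 60 and 120 min, with the highest of all pairs, 0.506, between occupancy at 60 min and expression at 120 min. For entropy they were 0.503, 0.613, 0.609, 0.585 and 0.545. Without ribosomal protein and ribosome biogenesis genes, the entropy correlations were 0.534 at 15 min, 0.511 at 30 min, 0.470 at 60 min and 0.433 at 120 min. Among ORFs under an entropy of 7.1 they were 0.295 at 7.5 min and 0.458 at 120 min. The remaining 27 correlations stayed within their intervals.

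Among the recomputed mean changes of named genes no direction changed, 38 stayed within 10% and 22 did not. Of the 22, 6 were expression changes under a pseudocount of 5 TPM and the others were promoter changes. The scaled values for the gene lists and the limit of 7.1 were chosen after seeing the data.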

Other observations

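The tests of the 30 min RNA column by ribosomal protein genes, of promoter counting noise and of the sulfur metabolism list at 30 min, and the comparison with the lower of the 15 and 120 min values, were chosen after the result was seen; the remaining tests were set out beforehand with their thresholds. All of them describe 1 column per time point, and none has a replicate check.

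Most heat shock genes fell back at 30 min between higher values at 15 and 120 min. The 30 min value was below both others in 16 of 24 genes in TPM, in 12 of 17 in promoter count and in 15 of 17 in entropy. The median of the 30 min value minus the lower of the other 2 was -0.55 in log2 TPM, -0.21 in log2 promoter count and -0.227 in entropy, each at percentile 0 of matched random lists. The tests set out below used the 30 min value minus the mean of the other 2, which a steady rise can also make negative. By that measure the medians were -1.24, -0.41 and -0.298. A 30 min RNA sample with an exchanged label would put other genes out of order too. However, 99.3% of the ribosomal protein genes (136 of 137) had a 30 min value between those at 15 and 60 min. A sample mixed with material of another time point could also lie between them, so mixing is not excluded. If the error lay in the RNA measurement, the separate MNase libraries would not show the dip. The 7 ORFs outside the list that were chosen for the same fall in TPM had a median entropy dip of -0.194, at percentile 0 of matched random lists, and 5 of the 7 were below both other times. Their promoter count dip was at the 51.9th percentile, and 2 of the 7 were below both. For counting noise of promoter fragments, the test was the list's promoter dip itself, at percentile 0. Matched lists, which also carry counting noise, ran from -0.135 to 0.030 in their middle 95%. They were matched on TPM and not on promoter counts, so counting noise was not tested separately. If the whole 30 min culture had shifted back towards its state before cadmium, the sulfur metabolism genes would dip as well, but their median was 0.43, at the 95.7th percentile, and 1 of the 26 was below both other times. Measured against the lower of the other 2, their median of 0.67 was at percentile 6.05, inside the middle 95% of matched lists. A hypothesis left by these tests is a first heat shock response that fades by 30 min and a second rise by 120 min. HSP26 and HSP12 did not fall back at 30 min, so the pattern may be limited to part of the list. Only 11 ORFs outside the list, of 1065 that had risen at 15 min, met the criterion of the same fall in TPM, as did 9 of the 24 heat shock genes. The ORFs outside the list include RPN4 and APJ1 (named after their values were seen).

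Ribosomal protein genes had lower gene body entropy at 7.5 min, while their transcripts had changed little. Of the 137 genes, 122 were slightly lower in TPM as deposited, but the median became 0.074 after rescaling. As deposited, the median of -0.065 was at percentile 0 of lists matched on mean TPM, whose middle 95% ran from -0.001 to 0.102. It was 0.032 above the median of all ORFs. The direction thus depends on the reference, and whether their transcripts had begun to fall is not determined. At 7.5 min their median entropy change was -0.162 and that of ribosome biogenesis genes -0.166, while the median log2 TPM changes were -0.07 and -0.54 for the members in the chromatin tables. If this were a delay common to ORFs with a similar entropy fall, the ribosomal protein list would lie among random lists matched on the 7.5 min entropy change, whose middle 95% ran from -0.29 to -0.14. It lay at percentile 100. At 30 min its change of -2.37 was below all the matched lists. These lists were matched on entropy change and not on mean TPM, so an effect common to abundant transcripts is not excluded. A candidate explanation is that ribosomal protein mRNA outlasts the fall in transcription for some minutes. RNA decay was not measured here, reads shared between near-identical ribosomal protein copies were not separated, and the pattern cannot be told apart from these explanations.

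Entropy change at 15 min went with later expression change slightly more closely than the later entropy change did, by 0.038 in correlation with the 60 min expression change. A limit of the entropy scale near its upper end did not account for it. With the 589 ORFs that reached 7.1 left out, the difference was 0.048. The alternative that later expression simply resembles that at 15 min was harder to exclude. The partial rank correlation of the 15 min entropy change with the 60 min expression change, given the 15 min expression change, was 0.098, just under the 0.1 set beforehand. Most of the apparent lead may therefore come from the similarity of the expression columns.

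The 7.5 min promoter change was the one least related to expression. Counting noise made up 49.0% of its variance. Correcting for that raised the correlation from 0.090 to 0.126, against a corrected 0.477 at 60 min. The correction holds for Pearson correlations and was applied to Spearman correlations. It therefore does not decide whether noise of this kind is a sufficient explanation. Few promoters may carry the early signal, since the Pearson correlation at 7.5 min was 0.285. No biological explanation was tested.

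Divergent neighbours shared their promoter changes. The log2 occupancy changes at 60 min were correlated by 0.436 over 919 adjacent divergent pairs, by -0.014 over 1604 tandem pairs and by 0.047 over 952 convergent pairs. The difference between divergent and tandem pairs was 0.450. Counting the same fragments for both genes is a candidate explanation, and 4 divergent pairs had identical counts in all 6 columns, against 0 tandem pairs. Identity in all 6 columns misses pairs that share only part of their fragments, so it does not measure how common sharing was. The expression changes of divergent pairs were correlated by 0.219, so shared regulation cannot be excluded. At divergent promoters the occupancy change had a correlation of 0.418 with the gene's own expression change and of 0.147 with that of its partner.

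Entropy rose at some genes whose expression fell. Of 901 ORFs at least 2-fold lower at 60 min, 173 had a higher entropy. Rising expression of an adjacent gene was tested as an explanation. The partial rank correlation of the entropy change with the larger neighbour's expression change was 0.099, just under the 0.1 set beforehand. Entropy was higher in 28.8% of the 212 ORFs with a neighbour at least 4-fold higher, against 13.9% of the 466 ORFs whose neighbours both rose by less than 2-fold, so neighbours may contribute to part of the pattern. Gene length did not account for it, with a correlation of 0.051. The 10 largest such rises were at TRM5 (0.471), MET31 (0.466), SAM4 (0.451), EFM1, CIN2, NOB1, ART5, CSI2, CTP1 and CIN8, named after their values were seen. All of these but TRM5, MET31 and CSI2 had a neighbour higher by 2.55 to 5.65 on the log2 scale, such as HSP82 beside CIN2. Transcription from the other strand was not measured here.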
